A study of Homo sapiens with 12 samples. Its data were reported in "STAT3 promotes a youthful epigenetic state in articular chondrocytes" (2023).

How the data were processed

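The series holds 12 CUT&RUN samples of human articular chondrocytes, the cells that make and maintain joint cartilage. CUT&RUN maps where a protein sits on chromatin: an antibody tethers a nuclease to the protein, and the DNA cut free around it is sequenced. Fetal, adult and osteoarthritic chondrocytes were each profiled with an antibody to phosphorylated STAT3 (pSTAT3), the active form of a transcription factor, and with nonspecific immunoglobulin (IgG) as the control, with 2 replicates of each. Groups and replicate numbers were taken from the sample labels. The peak names inside the lists of osteoarthritic replicates 1 and 2 carry other numbers than the labels, and the labels were followed. The 6 pSTAT3 peak lists were analysed, 2 per group. The IgG libraries entered only as the control inside those lists, and no separate IgG peak list was used here.

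The authors extracted molecular identifiers (UMIs) with UMI-tools, trimmed reads with Cutadapt, aligned them with bowtie2 to the human genome build hg19, removed duplicates by UMI and sorted the alignments with SAMtools. They called peaks with MACS2 in each pSTAT3 library separately, against IgG, at a p-value threshold of 0.05, and did not pool replicates in these lists. The MACS2 version, its read format and its scaling option were not stated in the sources read. Each deposited list gives a peak's interval, its summit, a fold enrichment, a −log10 p-value, a −log10 q-value and a score. The deposited fold enrichment is the ratio of the read pileup at the summit to the local IgG background, each raised by 1. The deposited −log10 p-value and −log10 q-value come from the peak caller's Poisson test of that pileup. The deposited score is a whole number derived from the −log10 p-value and served for no calculation. Fold, −log10 p and −log10 q are the authors' values per peak and were used to describe, rank or filter peaks within a list. They were not averaged across libraries as a measure of binding.

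A threshold of 0.05 on an unadjusted p-value admits from 51450 to 788758 autosomal peaks per library, and these cover up to 8.71% of the autosomes. Overlap between lists was therefore set against overlap after moving 1 list. All peaks of a library were moved by 1 common distance between 50 kb and 1 Mb in either direction, in 100 seeded draws, and the mean of the draws was the expected value. The p-value is the one-sided permutation rank of the observed share among the draws, and 0.0099 is the smallest that 100 draws can give. Counts of regions and genes after moving used 20 draws, and the SD over the draws is given. For regions, all libraries but fetal replicate 1 were moved, each by its own distance, and the lists were merged again. For genes, the finished reproducible regions of each group were moved by 1 distance per group, so the overlap between replicates was kept. The peaks analysed lie on the 22 autosomes. No interval was listed more than once.

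The lists hold no read total. Depth was estimated from the fold and the −log10 p of each peak, which together fix the whole-number pileup at the summit and the background, given the factor by which MACS2 scaled the pSTAT3 library. That factor was found per library as the value at which the pileups came out as whole reads, and at least 99.8% of peaks were solved in each library. Shares of peaks by reads rest on solved peaks. Classes used for recurrence also hold the unsolved peaks at their nearest solution, and values for solved peaks alone are given beside them. The factor was 1 in fetal replicates 1 and 2 and adult replicate 1, 0.813 in adult replicate 2, 0.275 in osteoarthritic replicate 1 and 0.721 in osteoarthritic replicate 2. Estimated totals assume a mappable genome of 2.7 Gb and a fragment length equal to the smallest peak width, so they are approximate. They came to 1.97 and 3.20 M reads in fetal replicates 1 and 2, 3.77 and 12.4 M in adult replicates 1 and 2, and 10.98 and 3.62 M in osteoarthritic replicates 1 and 2. In a test on 5000 simulated reads-and-background pairs, 99.96% were solved.

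Regions were made by merging the peaks of all 6 libraries that overlapped by 1 bp or more. A region was called reproducible in a group when both of its libraries had a peak there, and group-specific when, in addition, none of the 4 other libraries did. Similarity of a pair of libraries was the Jaccard index, the number of bases covered in both over the number covered in either. Peaks were assigned by their summit to promoter (within 3 kb of a transcription start), untranslated region, exon, intron, downstream (within 300 bp of a gene end) or distal intergenic, in that order, with release 44 of the GENCODE annotation on the same build and genes of every type. A reproducible region was assigned to the gene with the nearest transcription start. The STAT consensus TTCCNGGAA was searched within 50 bp of each summit and in windows of the same width 1 kb to each side, with a two-sided Fisher's exact test per library. Confidence intervals of shares are 95% Wilson intervals and cover counting error only.

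Group differences of single values were tested with exact two-sided permutation tests. With 2 libraries per group there are 6 assignments, the smallest possible p is 0.33, and no such test can pass 0.05. Similarity was tested with an exact one-sided test over the 15 ways to split 6 libraries into 3 pairs, with a smallest possible p of 0.067. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Region counts were checked against a base-by-base count, and 4 of 4 were equal. In 2 simulated lists of 38414 peaks with no shared positions the observed over expected overlap was 1.01, and in 2 lists with 19.5% shared positions planted, 18.9% were recovered.

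The groups, tests and first set of alternatives were fixed before the data were examined. So was the rule for what is named: DNMT3B, DNMT1, DNMT3A, STAT3, SOX9, SOX5, SOX6, ITGA4, BMPR1B, GLI1, NCAM1, SOCS3, BCL3, JUNB, FOS, PIM1, MYC, ACTB, GAPDH, ACAN and COL2A1, with the 3 regions present in all libraries and the 3 group-specific regions of each group that had the highest fold in their weaker library. The alternatives were peaks with a q-value under 0.05, peaks with a −log10 p of 3 or more, the same number of the strongest peaks in each library, all contigs, every line of the list counted, overlap of at least 50% of both peaks, leaving out each library, a replicate block, a circular shift of each chromosome, promoters within 1 kb, the looser motif TTCNNNGAA and a motif window of 100 bp. Restricting the annotation to protein-coding genes, and leaving out peaks within 5 Mb of assembly gaps of at least 1 Mb, were added after the data were seen. Differences in binding strength at single sites were not tested, because a peak list has no value for a library in which the site was not called.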

Results

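Binding of pSTAT3, the phosphorylated form of STAT3, was profiled by CUT&RUN in fetal, adult and osteoarthritic human articular chondrocytes, with 2 pSTAT3 libraries per group and IgG libraries as controls. The groups were compared to learn which pSTAT3 targets change with maturation and with disease. The measurements are the lists of peaks that the authors called per library against IgG on build hg19.

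On the autosomes the lists held 499871 and 788758 peaks in fetal replicates 1 and 2, 473768 and 731961 in adult replicates 1 and 2, and 51450 and 289738 in osteoarthritic replicates 1 and 2. In the same order, peaks covered 4.82%, 8.71%, 5.54%, 2.05%, 0.40% and 2.26% of the autosomes. The median peak was as wide as the narrowest peak in every library. This width was 71 bp in adult replicate 2 and between 204 and 303 bp in the other 5 libraries. The authors' median fold enrichment per peak lay between 2.16 and 2.81. The number of reads at a summit, recovered from the fold and the p-value of each peak, had a median of 6 in osteoarthritic replicate 1 and of 2 or 3 in the other libraries. In fetal replicates 1 and 2, 26.3% and 30.4% of peaks rested on 1 read. The share of peaks with 10 reads or more was 1.71% in osteoarthritic replicate 1, 1.08% in fetal replicate 1 and between 0.060% and 0.34% in the other 4 libraries.

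**Figure D1:**
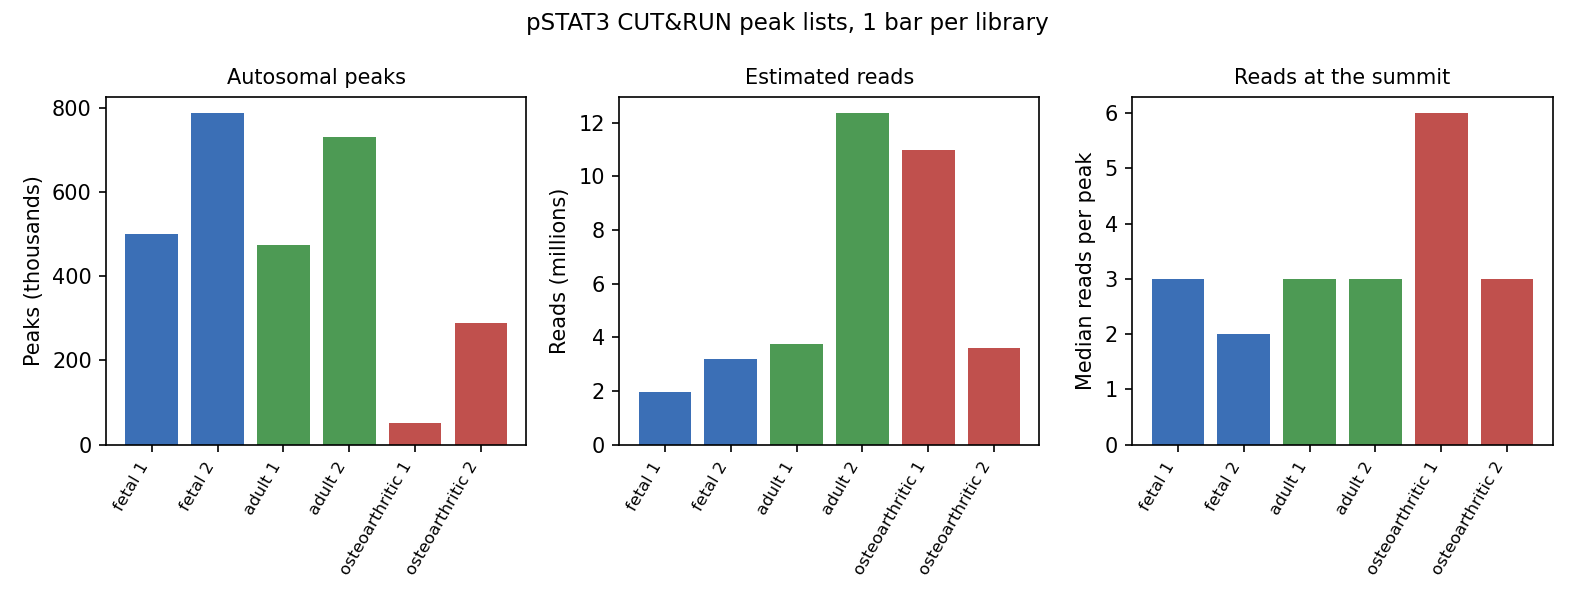
Bars give, for each of the 6 pSTAT3 libraries, the autosomal peaks, the estimated reads and the median number of reads at a peak summit, coloured by group. Osteoarthritic replicate 1 had the fewest peaks (51450) and the highest median number of reads per peak (6), and adult replicate 2 had the most estimated reads (12.4 M). The estimate for adult replicate 2 assumes a fragment length of 71 bp, against 204 to 303 bp in the other libraries, and its rank depends on this assumption.

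The first comparison asked whether the number of pSTAT3 peaks differed between groups. The mean was 644314.5 ± 204274 peaks in fetal, 602864.5 ± 182570 in adult and 170594 ± 168495 in osteoarthritic chondrocytes (SD, n = 2 each). The fetal minus adult difference of 41450 peaks was smaller than the SD of either group (exact permutation test, two-sided, p = 0.667). The osteoarthritic minus adult difference was -432270.5 peaks and the fetal minus osteoarthritic difference was 473720.5 peaks. Both were larger than the SDs, but their exact two-sided permutation p of 0.33 is the smallest that 2 libraries per group allow. The fetal minus adult difference depended on single libraries: it was -102993.5 without fetal replicate 2 and -87646.5 without adult replicate 1. At a q-value under 0.05 the same difference was 131210.5 peaks. There the osteoarthritic minus adult difference was -79654 peaks (exact two-sided permutation p = 0.667), smaller than the adult SD of 114609.

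The number of peaks did not follow the estimated number of reads, counted before scaling, across the 6 libraries. Pearson's r was -0.16 (exact permutation p = 0.768) and Spearman's rho was -0.26 (exact permutation p = 0.658), with 1 relation tested. Without the 2 libraries farthest from the median depth, adult replicate 2 and osteoarthritic replicate 1, r was -0.20. The labels named no batch, but the peak caller's scaling of the pSTAT3 library to its IgG control split the libraries. Both fetal libraries were not scaled down and both osteoarthritic libraries were, so fetal and osteoarthritic counts could not be compared within 1 kind of scaling. Among libraries not scaled down, adult replicate 1 had 473768 peaks against 499871 and 788758 in the fetal libraries. Among scaled libraries, adult replicate 2 had 731961 peaks against 51450 and 289738 in the osteoarthritic libraries.

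The next comparison asked how many peaks recurred between replicates. In fetal chondrocytes 16.9% of the peaks of replicate 1 overlapped a peak of replicate 2, and 16.9% did so after the peaks were moved by 50 kb to 1 Mb, a ratio of observed to expected of 1.00 (permutation p = 0.218). In adult chondrocytes the overlap was 11.1% against 10.9% ± 0.053 expected (SD of 100 draws), a ratio of 1.02. In osteoarthritic chondrocytes it was 6.09% against 5.24% ± 0.109, a ratio of 1.16. The permutation p was 0.0099 for both the adult and the osteoarthritic pair, the smallest that 100 draws can give. Among the 12 pairs of libraries from different groups the ratio ran from 0.988 to 1.18, and the highest, 1.18 for adult replicate 2 with osteoarthritic replicate 1, exceeded all 3 same-group ratios. Counted in the other direction, from the peaks of the second library, that pair had 1.16 and the osteoarthritic pair 1.17. The fetal ratio moved most when each library was limited to its strongest 51450 peaks, to 1.112 (permutation p = 0.0099). The adult ratio moved most at a q-value under 0.05, to 1.68 (permutation p = 0.0099). The osteoarthritic ratio also moved most at a q-value under 0.05, to 160.6, where osteoarthritic replicate 1 kept 66 peaks.

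**Figure D2:**
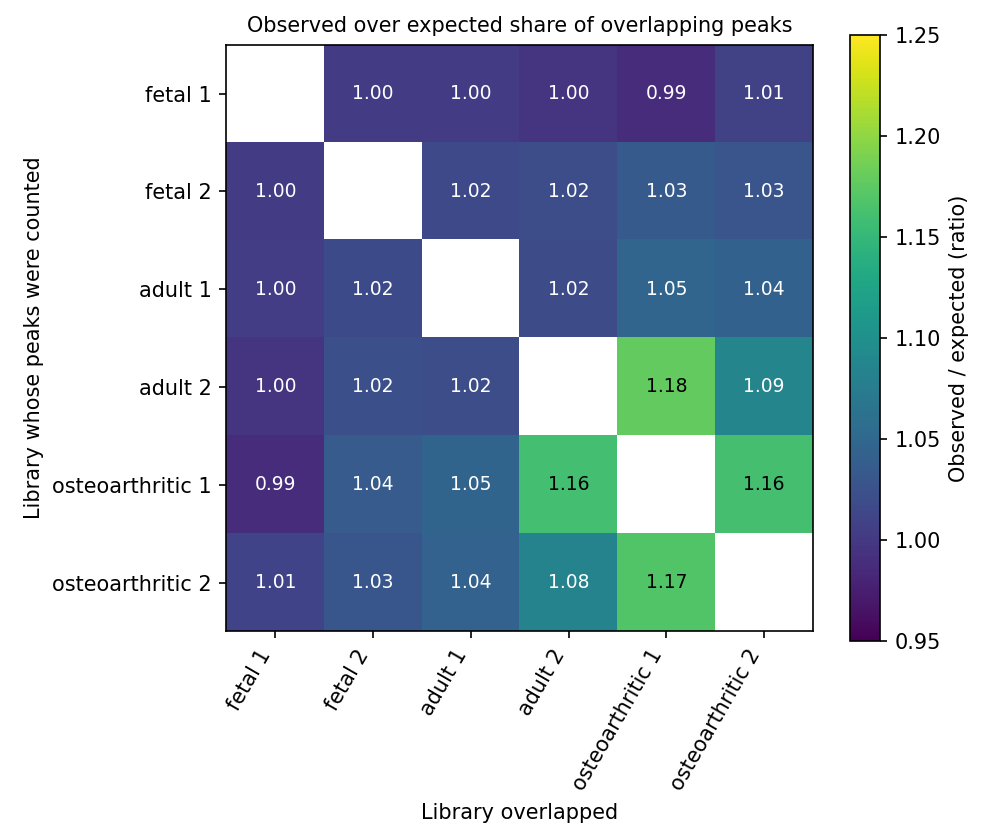
The heat map gives the observed over expected share of peaks of the library in each line that overlapped a peak of the library in each column, with the expected share from peaks moved by 50 kb to 1 Mb. The fetal pair sits at 1.00 and the adult pair at 1.02, and values of 1.08 and above occur only among adult replicate 2 and the osteoarthritic libraries.

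Recurrence was also measured by the number of reads at the summit, since a peak on few reads is measured less precisely. In the adult pair the ratio of observed to expected overlap was 1.01 for peaks of replicate 1 on 2 reads and 1.54 for peaks on 10 reads or more. In the osteoarthritic pair it was 1.01 for peaks on 4 reads, the lowest class, and 3.39 for 10 reads or more. Outside 5 Mb of large assembly gaps the values for 10 reads or more were 1.26 and 1.35. In the fetal pair the ratio for peaks of replicate 1 was 0.975 on 1 read, 0.995 on 2 reads, 1.01 on 3 reads, 1.02 on 4 reads, 1.03 on 5 to 9 reads (permutation p = 0.0099) and 1.00 on 10 reads or more. With the peaks of replicate 2 counted instead, the ratio for peaks on 10 reads or more was 1.61 in the fetal, 2.56 in the adult and 14.02 in the osteoarthritic pair. Outside 5 Mb of large assembly gaps these were 1.22 (permutation p = 0.0891), 1.14 (permutation p = 0.188) and 2.42 (permutation p = 0.0099). These classes include peaks whose number of reads was not solved exactly, 80 of 957 in osteoarthritic replicate 1. With solved peaks alone the values for 10 reads or more were 0.995, 1.45 and 2.15 for fetal, adult and osteoarthritic replicate 1 and 1.495, 2.13 and 10.4 for replicate 2.

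**Figure D3:**
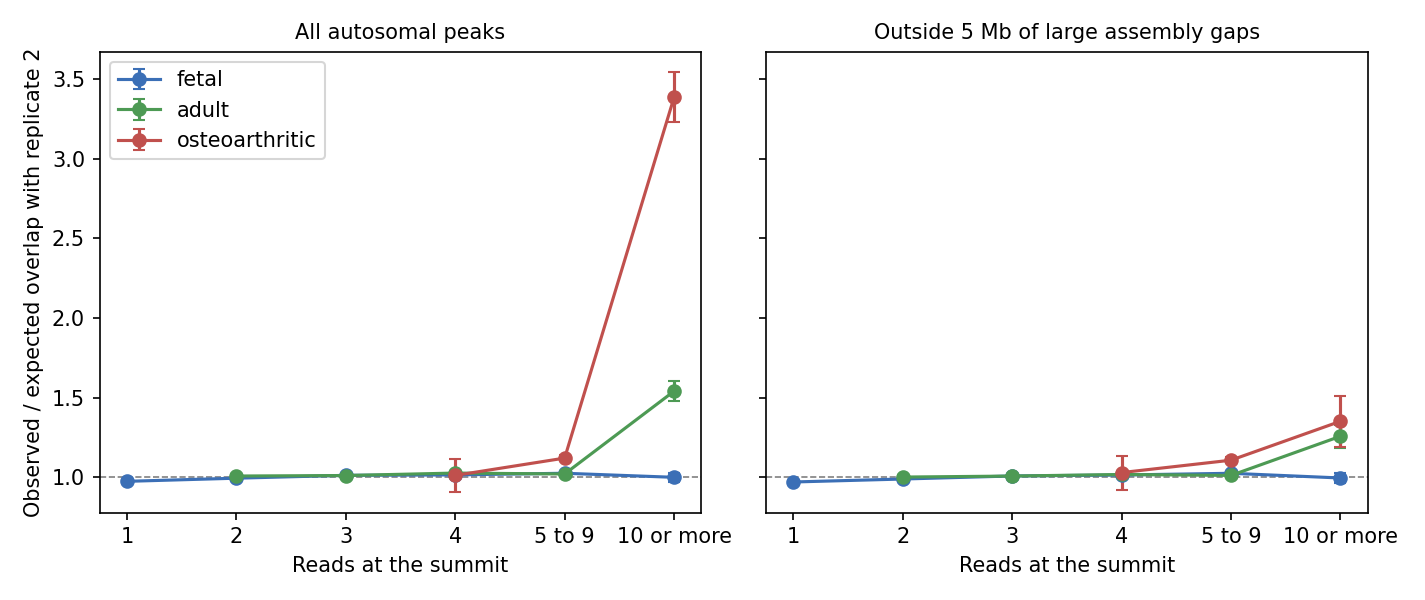
Points give the observed over expected overlap of replicate 1 peaks with replicate 2 against the number of reads at the summit, for all autosomal peaks (left) and for peaks outside 5 Mb of large assembly gaps (right). Error bars are the SD of the expected overlap divided by its mean. The osteoarthritic value for 10 reads or more falls from 3.39 to 1.35 between the panels.

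Whether libraries of a group resembled each other more than libraries of other groups was tested with the Jaccard index. Its mean was 0.019 over the 3 same-group pairs and 0.016 over the 12 other pairs, a difference of 0.0031. Of the 15 ways to split the libraries into pairs, 4 gave a difference at least as large (exact one-sided permutation p = 0.267). The difference was -0.0045 without fetal replicate 1 and -0.0023 without fetal replicate 2, so its direction rested on the fetal pair. With the same number of peaks in each library it was 0.00026. With observed over expected overlap in place of the Jaccard index the difference was 0.024 (exact one-sided permutation p = 0.33), and -0.035 with the same number of peaks in each library (8 of 15 splits as large).

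Merging the 6 lists gave 2295818 regions, of which 81.1% had a peak in 1 library. In fetal chondrocytes 86463 regions were reproducible. The count was 85719.3 ± 341.16 after all libraries but fetal replicate 1 were moved, each by its own distance (SD, 20 draws). In adult chondrocytes there were 58756, against 57250.4 ± 422.39, and in osteoarthritic chondrocytes 3569, against 3113.5 ± 78.73. At a q-value under 0.05 the counts were 9043, 79 and 47 regions, and with the same number of peaks in each library they were 868, 625 and 746. A peak in all 6 libraries occurred in 18 regions, against 12.6 ± 3.59 after moving. Without osteoarthritic replicate 1 the number of regions shared by the remaining libraries was 412. Regions with a peak in both libraries of a group and in no other library numbered 56309 in fetal, 33996 in adult and 1647 in osteoarthritic chondrocytes. Counted in the same way for all 15 pairs of libraries, these ranked 3, 4 and 15. With the same number of peaks in each library they ranked 3, 12 and 8. The mixed pairs of fetal replicate 2 with adult replicate 2 and with adult replicate 1 had more, at 59327 and 57638 regions.

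The regions in all 6 libraries with the highest lowest-library fold were read out first. One lay on chromosome 6 from 99766299 to 99767280, in an intron of FAXC, with folds from 2.31 to 3.80. Another, also on chromosome 6, from 62380238 to 62381353, was intronic in a noncoding gene, and the nearest protein-coding transcription start, that of KHDRBS2, was 615334 bp away. It lay within 5 Mb of the centromere gap. The third was on chromosome 7 from 116718843 to 116720425, in an intron of ST7. The leading fetal-specific region was on chromosome 15 from 71364711 to 71365223, distal intergenic and 24324 bp from the start of THSD4, with folds of 8.52 and 8.77. It was followed by distal intergenic regions on chromosome 9 from 121403197 to 121403881 and on chromosome 2 from 146601343 to 146602177. The leading adult-specific regions were on chromosome 2 from 85381548 to 85381900, in an intron of TCF7L1 (folds 4.92 and 5.29), on chromosome 13 from 42402587 to 42403208, in an intron of VWA8, and on chromosome 7 from 145229731 to 145230502, distal intergenic. The leading osteoarthritic-specific region was on chromosome 10 from 39101687 to 39102195, distal intergenic (folds 4.44 and 4.66). The next lay on chromosome 20 from 29823971 to 29824210, distal intergenic, and both of these were within 5 Mb of a centromere gap. The third lay on chromosome 3 from 174011927 to 174012380, in the 3' untranslated region of NLGN1.

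The position of peaks relative to genes was compared next. With the deposited lists and genes of every type, introns held the largest share, 45.7% ± 0.395 of the peaks in fetal, 45.9% ± 0.037 in adult and 46.4% ± 0.818 in osteoarthritic chondrocytes (SD, n = 2 each), against 45.4%, 45.5% and 45.4% after moving the peaks. This order depended on the setting. The mean distal intergenic share was 46.1% at a q-value under 0.05 and 53.8% with protein-coding genes alone, above the intron share there. At the q-value setting the osteoarthritic minus adult difference in this share was 30.5 percentage points, so the mean does not describe each group. Distal intergenic peaks made up 33.2% ± 0.237 of the peaks in fetal, 34.3% ± 0.318 in adult and 36.5% ± 0.642 in osteoarthritic chondrocytes (SD, n = 2 each), with a mean of 34.7% over the 6 libraries. After moving the peaks the shares were 33.7%, 34.6% and 36.6%. Promoter peaks made up 18.7% ± 0.185, 17.4% ± 0.284 and 15.03% ± 1.299, against 18.5%, 17.5% and 15.9% after moving. The fetal minus adult, osteoarthritic minus adult and fetal minus osteoarthritic differences were -1.07, 2.21 and -3.28 percentage points for distal intergenic peaks and 1.23, -2.40 and 3.63 for promoter peaks. The exact two-sided permutation p was 0.33 for each of these 6 differences, the smallest possible. The osteoarthritic minus adult and fetal minus osteoarthritic differences in distal intergenic share grew to 30.5 and -34.1 percentage points at a q-value under 0.05 and to 15.9 and -18.7 at a −log10 p of 3 or more, with the same p. At these settings osteoarthritic replicate 1 kept 66 and 404 peaks. The ratio of the promoter share to that after moving was between 0.993 and 1.01 in the fetal and adult libraries, 0.915 in osteoarthritic replicate 1 and 0.977 in osteoarthritic replicate 2. Among the alternatives, the distal intergenic share moved most when genes were limited to protein-coding ones, to 53.8%. The promoter share moved most with promoters within 1 kb, to 6.74%.

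Genes were assigned to the reproducible regions of each group by the nearest transcription start. This gave 33323 genes in fetal, 25830 in adult and 2965 in osteoarthritic chondrocytes, and 2291 genes in all 3 groups. After the finished set of reproducible regions of each group was moved, 2164.4 ± 31.3 genes (SD, 20 draws, range 2117 to 2216) were assigned in all 3 groups. The observed count was above all 20 draws. These draws keep the replicate overlap and change only the position of the regions, so they do not measure how many regions recur by position alone. By group, moving gave 32916.8 ± 250.43 genes in fetal, 25778.2 ± 79.21 in adult and 2983.4 ± 16.65 in osteoarthritic chondrocytes (SD, 20 draws). The observed fetal count was above all its draws, and the adult and osteoarthritic counts lay within the range of theirs. Among protein-coding genes 1869 were assigned in all 3 groups, against 1847.8 ± 22.75 after moving. The count was 18611 without osteoarthritic replicate 1 and 12689 without osteoarthritic replicate 2, since the remaining library then stood for its group, and it was 4 at a q-value under 0.05. Of 19229 protein-coding genes, a promoter peak was present for 68.9% and 83.9% in fetal replicates 1 and 2, 64.3% and 75.2% in adult replicates 1 and 2, and 6.75% and 40.1% in osteoarthritic replicates 1 and 2.

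The sequence bound by STAT dimers, TTCCNGGAA, was counted within 50 bp of the summits and in flanking windows. It was found at 0.227% of summits in fetal replicate 1 (95% Wilson interval 0.214% to 0.241%) and 0.224% of its flanks. Across the 6 libraries the ratio of summit to flank was 1.01 ± 0.037 (SD, n = 6), from 0.956 in osteoarthritic replicate 2 to 1.06 in fetal replicate 2. Fisher's exact test gave p = 0.0475 in fetal replicate 2 and between 0.35 and 0.869 in the other 5 libraries, without adjustment for the 6 tests. The ratio moved most with the same number of peaks in each library, to 0.947. The looser sequence TTCNNNGAA had a ratio of 1.03 ± 0.017 (SD, n = 6), from 0.998 in fetal replicate 1 to 1.05 in adult replicate 1. Fisher's exact test for it gave p = 3.71e-07 in adult replicate 1, 0.00122 in fetal replicate 2, 0.00334 in osteoarthritic replicate 2 and 0.0102 in adult replicate 2, without adjustment, and 0.844 and 0.34 in the other 2 libraries. With the same number of peaks in each library its ratio was between 0.983 and 1.12.

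DNMT3B, the first of the genes fixed in advance, spans 31350191 to 31397165 on the plus strand of chromosome 20. The number of peaks within it was 14 and 13 in fetal replicates 1 and 2, 6 and 12 in adult replicates 1 and 2, and 0 and 9 in osteoarthritic replicates 1 and 2. Among 1915 genes of similar length these counts stood at percentiles 90.5 and 37 in the fetal, 23.4 and 51 in the adult and 26.3 and 95.6 in the osteoarthritic libraries. Reproducible regions within DNMT3B numbered 3 in fetal, 1 in adult and 0 in osteoarthritic chondrocytes, against medians of 1, 1 and 0 in genes of similar length. The strongest DNMT3B peak of fetal replicate 1 lay from 31383502 to 31383770, near the start of an alternative transcript, with a fold of 7.67 and a −log10 p of 12.5. It overlapped a peak of fetal replicate 2 from 31383414 to 31383883 with a fold of 3.78 and a −log10 p of 4.66. Within 3 kb of the gene's annotated start, 1 library, fetal replicate 2, had peaks.

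**Figure D4:**
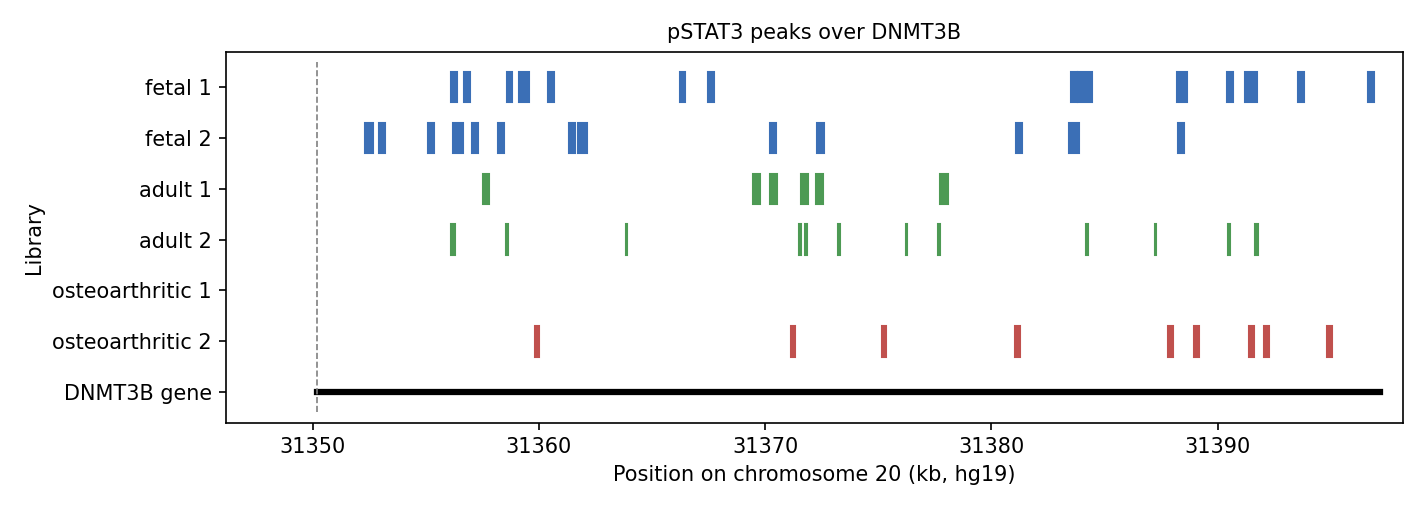
Boxes mark the pSTAT3 peaks of each library along DNMT3B on chromosome 20 (position in kb, hg19), with the gene as a black bar and its start as a dashed line. Peaks are spread along the gene in 5 of the 6 libraries, and osteoarthritic replicate 1 has 0.

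None of the 21 genes fixed in advance held a region with a peak in all 6 libraries. A reproducible promoter region was present for SOX5, ITGA4 and FOS in fetal chondrocytes, for STAT3 in adult chondrocytes and for none of the 21 in osteoarthritic chondrocytes. In fetal chondrocytes the number of reproducible regions ranged from percentile 2.2 for DNMT1 (0 regions) to percentile 96.3 for SOX5 (48 regions, median 31 in genes of similar length). For SOCS3 a peak was present in 2 libraries and for SOX9 in 3. In osteoarthritic chondrocytes BMPR1B had 2 reproducible regions and SOX6 had 1.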

Values the study reported

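The study reported 487 putative target genes of phosphorylated STAT3 that were shared by fetal, adult and osteoarthritic chondrocytes. For CUT&RUN it gave a sample size of n = 4 fetal, n = 4 adult and n = 8 osteoarthritic. How these numbers relate to the 2 pSTAT3 and 2 IgG libraries per group in the series was not stated in the sources read.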

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

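All tests in this part were chosen after the result was seen.

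Peaks on the mitochondrial genome, which enter no comparison of the report, stood above the IgG control in 5 of the 6 libraries. They covered 56.5% of that genome in fetal replicate 1, 94.0% in fetal replicate 2, 99.3% in both adult replicates 1 and 2 and 99.4% in osteoarthritic replicate 2. In osteoarthritic replicate 1 there were 0 mitochondrial peaks. The highest fold in a library lay between 3.62 and 4.29. STAT3 binding to mitochondrial DNA would give such peaks, but so would a larger share of mitochondrial reads in the pSTAT3 library than in its IgG control, which needs no binding site. The coverage came from 1 peak in adult replicate 1 and in osteoarthritic replicate 2, 2 in adult replicate 2, 10 in fetal replicate 2 and 16 in fetal replicate 1, and no value separates the explanations. If peak calling in general drove the coverage, it might follow the number of nuclear peaks. Spearman's rho between them was 0.029 over the 6 libraries, with 4 libraries at 94.0% or more and so close to the limit of 100%. The number of peaks and other sources cannot be told apart from this value because of that limit. No biological explanation was tested, since the groups do not separate the libraries: the osteoarthritic pair held both the library with none and one with 99.4%.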

How the results depend on the processing

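The tests added after the data were seen are those with protein-coding genes only and those outside 5 Mb of large assembly gaps. The other alternatives were planned. Apart from the main values, 162 recomputed values kept their direction and their side of the threshold or stayed within the spread, 54 moved, 4 became stronger and 4 reversed. Counts of regions and genes were judged by a fixed ratio. The 162 do not measure robustness. With all libraries in, no test between groups could pass 0.05, so a difference counted as kept whenever its sign held. The osteoarthritic minus adult difference in distal intergenic share counted as kept at 30.5 percentage points against 2.21. The 12 values with every line counted repeat the main ones.

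At a q-value under 0.05 the fetal replicate overlap rose to 1.03 times the expected (permutation p = 0.0099). Reproducible regions fell to 9043 fetal, 79 adult and 47 osteoarthritic, group-specific regions to 8341, 32 and 8, regions shared by all libraries to 2 and genes assigned in all 3 groups to 4. The distal intergenic share was 46.1% and the promoter share 14.4%, and the osteoarthritic minus adult difference in distal intergenic share was 30.5 percentage points. At a −log10 p of 3 or more the fetal overlap ratio was 1.03 (permutation p = 0.0099), with 18583, 4991 and 106 reproducible and 16023, 3850 and 20 group-specific regions, 2 shared regions, 11 genes and a distal intergenic share of 40.4%. With the same number of peaks in each library the fetal overlap ratio was 1.112 (permutation p = 0.0099), with 868, 625 and 746 reproducible and 785, 525 and 603 group-specific regions, 2 shared regions, 7 genes and a motif ratio of 0.947. Under these 3 settings fewer peaks enter, which by construction lowers the counts of regions and genes. The cause of the higher fetal overlap ratio and of the changed shares was not tested.

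Requiring an overlap of 50% of both peaks gave 35072, 720 and 1490 reproducible regions in fetal, adult and osteoarthritic chondrocytes, 32552 fetal-specific and 589 adult-specific regions and 2 shared regions. This rule counts peaks of 1 library in place of merged regions. A peak of 71 bp cannot cover 50% of one of 303 bp, so by construction few adult pairs passed. With a circular shift of each chromosome as the background the fetal overlap ratio was 1.06 (permutation p = 0.0099), and such shifts also move peaks into assembly gaps. Promoters within 1 kb gave a distal intergenic share of 36.96% and a promoter share of 6.74%, and protein-coding genes alone gave 53.8% and 9.63%, both by construction. The overlap ratios outside 5 Mb of large assembly gaps were 1.00 fetal, 1.01 adult and 1.113 osteoarthritic.

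Leaving out each library in turn moved the fetal minus adult difference in peak number from -102993.5 (without fetal replicate 2) through -87646.5 (without adult replicate 1) to 185893.5, over 4 recomputations. The similarity difference ran from -0.0045 to 0.011 over 6 recomputations, with the reversed values -0.0045 without fetal replicate 1 and -0.0023 without fetal replicate 2. Shared regions ran from 39 to 412 and genes assigned in all 3 groups from 2270 to 18611. The remaining library then stood for its group, which eases the requirement, and the gene count rose in 5 of the 6 recomputations and fell to 2270 without fetal replicate 2. The osteoarthritic minus adult difference ran from 1.76 to 2.67 percentage points in distal intergenic share and from -3.32 to -1.48 in promoter share. The fetal minus osteoarthritic difference ran from -3.74 to -2.83 and from 2.71 to 4.55 percentage points. No test was made with 1 library in a group, and the cause of the reversals was not tested.

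Replicate numbers are shared by the groups, but the labels name no common donor or batch, and 2 numbers are too few to establish pairing from whole lists. Some strong sites occurred in replicate 2 of every group and in no replicate 1, as given under the other observations, so a link between libraries of the same number stays open. With the replicate number as a block the differences in peak number, 41450, -432270.5 and 473720.5, had an exact permutation p of 0.5, the smallest the block allows. The distal intergenic differences of -1.07, 2.21 and -3.28 and the promoter differences of 1.23, -2.40 and 3.63 percentage points also had 0.5. The similarity difference of 0.0031 had an exact p of 0.667 under the block. No call changed, and none could have.

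Some alternatives gave no value. Peak numbers are equal by construction when each library has the same number of peaks. The motif ratio could not be formed at a q-value under 0.05 or a −log10 p of 3 or more, because at least 1 library had no flank with the motif. Replicate overlap and reproducible regions need both libraries of a group and were not computed with 1 left out. Shares, motif and genes were computed on autosomes alone. Counting every line changed nothing, because no interval was listed more than once.

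Depth limits what the lists can show. In fetal replicates 1 and 2, adult replicate 2 and osteoarthritic replicate 2, between 33.5% and 62.9% of peaks rested on 2 reads or fewer, so a site missing from a list is weak evidence that it was not bound.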

Other observations

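The tests of sequencing depth, of scaling to the IgG library and of repeats near assembly gaps were chosen after the result was seen, as were the class at a q-value under 0.05, the count at 5 reads, the recurrence of solved peaks alone, the strong sites with their moved positions and the test of a source shared by replicate 2 libraries. For the adult pair, the reading of the 10 kb shift was also settled after its values were seen.

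The number of genes assigned in all 3 groups was 2291. That is higher than the value quoted from the study above. At a q-value under 0.05, at a −log10 p of 3 or more and with the same number of peaks in each library it was 4, 11 and 7. Those are lower than the quoted value. How the study combined its replicates for that value was not stated in the sources read. A peak in both libraries of a group was required here, so the counts need not be comparable.

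The number of peaks differed between libraries, and most within the osteoarthritic pair in relation to its mean. Sequencing depth as the cause predicts more peaks with more reads, but Spearman's rho was -0.26 over the 6 libraries. The totals in this test count reads before scaling, whereas peaks were called on scaled libraries. Depth after scaling was not tested, so the value does not exclude depth as a cause. Osteoarthritic replicate 1 had 51450 peaks from an estimated 10.98 M reads. A candidate explanation is the scaling of that library to a smaller IgG library, which raised the number of reads needed for a call: 0% of its peaks rested on 3 reads or fewer. Counting peaks on 4 reads or more, it had 51447, which only restates its total and decides nothing. Counting peaks on 5 reads or more, it had 49638, above the other scaled libraries, adult replicate 2 with 33246 and osteoarthritic replicate 2 with 23079. It stayed below the libraries that were not scaled, fetal replicate 1 with 103847, adult replicate 1 with 94034 and fetal replicate 2 with 55671, although these had fewer reads. The count at 5 reads therefore does not settle the question. Scaling and fewer bound sites cannot be told apart here. A loss of pSTAT3 binding in osteoarthritis stays open and untested.

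Libraries of a group were hardly more alike than libraries of different groups. Unequal peak numbers might hide a group similarity, which predicts that the true grouping ranks first once each library has the same number of peaks. It did not: 4 of the 15 splits gave a difference at least as large. Differences between donors within a group, and a chance placement of most peaks, stay open.

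Replicates of the adult and osteoarthritic groups shared more peaks than expected by position. If peaks on few reads are mostly chance hits, recurrence should rise with the number of reads. It rose to 1.54 in the adult pair and to 3.39 in the osteoarthritic pair for peaks on 10 reads or more, from 1.01 in the lowest class of each. With solved peaks alone the values were 1.45 and 2.15. The rise is what most peaks on few reads being chance hits would predict. In osteoarthritic replicate 1, however, the lowest class held 1809 peaks, and the 48681 peaks on 5 to 9 reads had 1.12 (permutation p = 0.0099). Counted from osteoarthritic replicate 2, peaks on 3 reads had 1.14 (permutation p = 0.0099). In the osteoarthritic pair, peaks on few reads therefore also recurred above expectation. The fetal pair differed by direction: 1.00 for peaks of replicate 1 on 10 reads or more and 1.61 for those of replicate 2. Much of the rise lay near assembly gaps: outside 5 Mb of them the values were 1.26 and 1.35 for the adult and osteoarthritic replicates 1, and 1.22, 1.14 and 2.42 for the fetal, adult and osteoarthritic replicates 2.

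Local density of mapped reads could also raise overlap, and would keep it high after a shift of 10 kb. In the osteoarthritic pair the overlap after 10 kb was 1.01 times the expected, against 1.16 without a shift, which argues against density over such distances as the whole source. Shifts of 1, 2 and 5 kb gave 1.0558, 1.0536 and 1.0508 times the expected and so kept from 31.4% to 34.5% of the excess, so density over shorter distances stays open for that part. In the adult pair it was 1.0126 times after 10 kb against 1.0189 without a shift, while shifts of 5 kb and 2 kb gave 1.0045 and 1.0201. These values surround the observed one, so local density and shared binding cannot be told apart in adult chondrocytes.

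Repeats beside large assembly gaps are another candidate source, since collapsed repeats can collect reads in any library. Blocks within 5 Mb of such gaps made up 13.1% of the autosomes. They held from 6.74% (fetal replicate 2) to 7.95% (fetal replicate 1) of the deposited peaks of a library. In the osteoarthritic pair 100% of the 47 regions reproducible at a q-value under 0.05 lay inside them, against 46.8% of 79 in the adult and 7.0% of 9043 in the fetal pair. In osteoarthritic replicate 1, 42 of 43 peaks with a −log10 p of 10 or more lay there. Repeats are therefore a likely source of the strongest shared osteoarthritic regions. Repeats inside these blocks are not the source of the whole excess, since outside the blocks the osteoarthritic overlap was still 1.113 times the expected (permutation p = 0.0099). Repeats elsewhere in the genome were not removed, so they are not excluded for the rest. What recurs outside the blocks stays open, and shared pSTAT3 sites are among the explanations.

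Strong peaks outside these blocks were set against moved positions. Of the 413 peaks of fetal replicate 1 with a −log10 p of 20 or more, 21.1% overlapped a peak of its replicate, against 20.9% ± 1.87 after moving (SD of 100 draws, permutation p = 0.525). For the 156 of adult replicate 2 it was 6.41% against 6.86% ± 1.84 (permutation p = 0.644) and for the 140 of osteoarthritic replicate 2 it was 0.714% against 1.12% ± 1.01 (permutation p = 0.733). In fetal replicate 2 it was 2 of 5 peaks (permutation p = 0.188), and in adult replicate 1 it was 2 of 2, too few to test. Of 701 sites this strong in any library, 8 were so in at least 2. The 2 sites strong in 3 libraries lay on chromosome 1 from 564473 to 566812 and from 567120 to 570273. Each had a peak in 5 libraries. Both were classed as promoters with genes of every type, and neither overlapped a protein-coding gene. Osteoarthritic replicate 1, the library without a peak at either site, was also the library with 0 mitochondrial peaks. The −log10 p of the 2 sites was 139.38 and 73.77 in adult replicate 1, 29.76 and 33.74 in adult replicate 2 and 50.82 and 34.66 in osteoarthritic replicate 2. Among the sites strong in 2 libraries, one lay on chromosome 17 from 74550999 to 74551465 in a promoter, with a −log10 p of 41.49 in fetal replicate 2, 725.77 in adult replicate 2 and 13.67 in osteoarthritic replicate 2. Another lay on chromosome 17 from 35524203 to 35524669 in an intron of ACACA, with 43.44, 307.94 and 4.28 in the same libraries. The folds in osteoarthritic replicate 2 were 1.32 and 1.18. They were 1.34 and 1.22 at the sites on chromosome 1 from 35684645 and on chromosome 12 from 77282703, with a −log10 p of 20.91 and 8.42. Folds this low reach such −log10 p values only over a high local IgG background, so IgG reads also collected there. At the sites on chromosome 11 from 17222646 and on chromosome 17 from 10522127 the folds were 5.0 and 5.14. The sites named here were chosen after their values were seen. Of the 8 sites, 6 had a peak in replicate 2 of all 3 groups and in none of the replicate 1 libraries.

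A source shared by the replicate 2 libraries, such as a common batch or carry-over between libraries, is a candidate explanation for those 6 sites, and the groups do not explain them, since each group is represented. It predicts that further strong peaks are shared by replicate 2 libraries beyond what other pairs share. Without the 8 sites, the 3 pairs of replicate 2 libraries shared 11 peaks with a −log10 p of 10 or more: 5 in fetal with adult against 0.050 after moving (permutation p = 0.0099), 5 in adult with osteoarthritic against 0.020 (permutation p = 0.0099) and 1 in fetal with osteoarthritic against 0.18 (permutation p = 0.158). Among the other pairs tested, adult replicates 1 and 2 shared 2 against 0.11 (permutation p = 0.0198). Fetal replicate 2 with adult replicate 1 shared 3 against 0.842 (permutation p = 0.109). Adult replicate 1 with osteoarthritic replicate 2 shared 0 against 0.211. Fetal replicate 1, with 22231 such peaks, shared 14 against 12.3 with adult replicate 1 and 4 against 2.15 with osteoarthritic replicate 2. It shared 12 against 11.6 with fetal replicate 2 and 0 against 1.26 with adult replicate 2. The lowest permutation p for fetal replicate 1 was 0.149. Osteoarthritic replicate 1 had too few such peaks to enter. The excess of the fetal with osteoarthritic pair rested on 1 peak, and some pairs outside the replicate 2 libraries also exceeded their moved counts. A shared source and sites that recur by other routes therefore cannot be told apart, and binding at these sites stays open. Where the IgG background was also high, the peak in osteoarthritic replicate 2 is weak evidence of binding.

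The STAT sequence was compared with other orders of its bases, as planned beforehand, to weigh base composition. The looser sequence TTCNNNGAA was not part of it. The mean ratio of summit to flank was 1.007 ± 0.037 (SD, n = 6) for TTCCNGGAA and from 0.927 to 1.004 for 5 palindromes of the same bases, so the distance to the nearest of them was smaller than the SD between libraries. Base composition differed slightly: in osteoarthritic replicate 1 the GC content was 37.1% at summits and 38.8% in flanks, and in fetal replicate 1 it was 41.3% and 41.0%. No biological explanation was tested for this.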
